A study of Homo sapiens with 6 samples. Its data were reported in "The METTL3 RNA Methyltransferase Regulates Transcriptional Networks in Prostate Cancer" (2022).

How the data were processed

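RNA-seq was performed on 22Rv1 cells, an enzalutamide-resistant prostate cancer (PCa) cell line. The cells were treated with vehicle (DMSO, here Veh) or with STM2457, an inhibitor of the METTL3 RNA methyltransferase, at 10 µM for 48 h. There were 3 libraries per group, grouped by the sample titles, which spell the compound ST2457. The groups carry the same replicate numbers in the titles, and these numbers are the only source of any pairing.

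The deposited values were raw counts of fragments per gene, 1 file per library. Per the study's methods and the file headers, the authors trimmed the reads with Trim Galore (phred over 30 retained), aligned them with STAR to GRCh38, and counted fragments with featureCounts 2.0.0 on the Ensembl release 83 gene annotation. The recorded command used paired fragments and otherwise default settings. Counting was therefore unstranded, and fragments that aligned to several places or fell on exons of more than 1 gene were not counted. A gene whose exons overlap those of another gene on either strand, or whose sequence is shared with a paralogue or pseudogene, can thus be undercounted. No replicates were pooled by the authors, and no normalisation was applied before deposition.

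Each file held 60675 genes, with the same annotation in every file. Symbols were attached to 56558 gene identifiers, and all of these were also found in GENCODE release 44. Of these, 56509 had the same chromosome and strand and an overlapping position, since both annotations use GRCh38. Coordinates are those of the count files, 1-based. Gene type and exon number (of the canonical transcript) were taken from GENCODE, and GC content was computed over the exons of the count files for 60504 genes.

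Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with TMM factors and the filterByExpr filter (minimum count 10, minimum total 15), on all 6 libraries without covariates. P-values were adjusted by the Benjamini-Hochberg method and are given as FDR. As in the study, a gene was called differentially expressed (a DEG) at FDR under 0.05 and a fold change of at least 1.5 either way. Standard errors (SE) of log2 fold changes (log2 FC, STM2457 over Veh) were derived from the F statistic. Expression per group is given as TMM-scaled CPM (counts scaled to library size), mean ± SD over 3 libraries. Gene sets (9, of which 7 were listed gene by gene) were written before the data were examined, on the processes the study discusses. The study examined these same libraries, so the choice of sets may not be independent of its findings. The sets were tested with camera in limma 3.58.1 at its preset inter-gene correlation of 0.01, adjusted over the 9 sets. The sets covered m6A (N6-methyladenosine) machinery, androgen-regulated genes, proliferation, p53 targets, interferon-stimulated genes, invasion and epithelial-mesenchymal transition (EMT), the sulphur relay system, cytosolic ribosomal proteins and ZNF genes.

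The genes named were fixed by a rule set before the data were examined. They were the 5 largest rises and 5 largest falls in log2 FC among DEGs with a gene symbol, a mean of at least 100 counts per library, and every STM2457 library on one side of every Veh library. METTL3, KLK3 and the DEGs of the 7 listed sets were added. Some single genes are not reported here, although set values include every member tested. Genes named outside this rule were chosen after their values were seen, and the text says so.

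Alternatives listed before the data were examined were DESeq2 1.42.0 (the tool of the study), limma-voom, 3 other scalings (RLE, upper-quartile and library totals only), 3 other choices of genes entered (no filter, at least 10 counts in every library, protein-coding genes only), other thresholds, a replicate block, a per-library gene length offset with and without the block, 2 other gene set tests, and leaving out each of the 6 libraries. A GC content offset, with and without the block, was added after seeing the data. The depth ranged from 16214820 to 19771865 counts per library. The smallest amount that this depth could show, 3 counts, was 0.152 to 0.185 CPM. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

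The tests were checked on simulated data. Counts were drawn 5 times from the means and depths of these libraries, with 200 genes changed each time. At FDR under 0.05, 229 of 335 genes changed by 1.5-fold, 292 of 335 changed by 2-fold and 313 of 330 changed by 4-fold were recovered, with 16213 to 16251 genes tested. Of the genes called, 4.31% were unchanged. None of 100 random sets and all 5 planted sets of 25 genes passed the threshold of camera. Counts drawn from means and depths hold no correlation between genes. This check therefore does not cover correlated sets, such as the ribosomal protein genes (estimated correlation 0.76). Splicing, which needs reads, was not analysed here.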

Results

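To examine the effect of METTL3 inhibition on the transcriptome of PCa cells, RNA-seq counts from 22Rv1 cells treated with STM2457 (10 µM) for 48 h were compared with those from cells treated with Veh, with 3 libraries in each group. METTL3 is the catalytic subunit of the complex that writes m6A on RNA. The Veh libraries held 16649579, 17813056 and 19771865 counts, and the STM2457 libraries held 18292814, 17041351 and 16214820. At least 1 count was found for 24956 to 27164 genes per library. The 10 most abundant genes took 4.61% to 5.27% of the counts in each library, and TMM factors lay between 0.98 and 1.01. Replicates of a group were separate libraries, since their counts differed by 3.31 to 5.89 times the sampling noise (chi-square per degree of freedom).

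Libraries grouped by treatment. Pearson correlations of log2 CPM across genes were 0.990 to 0.993 for the 6 pairs within a group and 0.978 to 0.983 for the 9 pairs between groups. The first principal component held 55.1% of the variance and separated the groups. The titles and the files named no sequencing batch.

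METTL3 itself (14:21498133-21511375, 11 exons in the canonical transcript) was higher with STM2457, at 63.6 ± 5.32 CPM against 50.2 ± 2.06 CPM with Veh (SD, n = 3). The log2 FC was 0.34 (SE 0.071, FDR 0.00067 by edgeR's quasi-likelihood test), below the fold change required of a DEG. With the replicate block the log2 FC was 0.34 (FDR 9.86e-05). The alternative that moved it most left out STM2457 replicate 2 and gave 0.40. Of the 21 m6A genes tested, 14 had an FDR under 0.05 over all genes (15 over the list alone), 11 of them higher and 3 lower (10 and 4 with the upper-quartile scaling). The DEGs among them were RBM15B (log2 FC 0.76, FDR 1.04e-08) and WTAP (log2 FC 0.59, FDR 1.12e-06), which were up-regulated, and IGF2BP2 (log2 FC -0.85, FDR 0.000135), which was down-regulated. WTAP lay close to the fold threshold and fell under it in 6 of the alternatives, with FDR from 1.95e-07 to 1.03e-05 in these. Other exons overlap 20% of the exon bases of RBM15B, so its count is less certain. The overlap was 6.58% for METTL3 and 7.5% for WTAP.

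To identify genes that changed with STM2457, 16482 genes were tested. A single compound set against Veh cannot tell METTL3 inhibition from other effects of the compound. The DEGs numbered 1783, of which 1036 (58.1%) were higher and 747 lower in the STM2457 libraries. With the upper-quartile scaling the directions were nearly balanced, at 901 higher (51.3%) and 856 lower. The alternative that moved this number most as a ratio, edgeR's test of a change beyond 1.5-fold, gave 349 genes. With the replicate number as a block, 1853 genes passed, of which 1772 were among the 1783. Same-numbered libraries hardly deviated together, with a mean correlation of deviations from the group means of 0.085 (0.17, 0.098 and -0.014 for the 3 numbers). DESeq2 gave 1455 genes (934 higher, 521 lower), of which 1407 were shared.

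**Figure D1:**
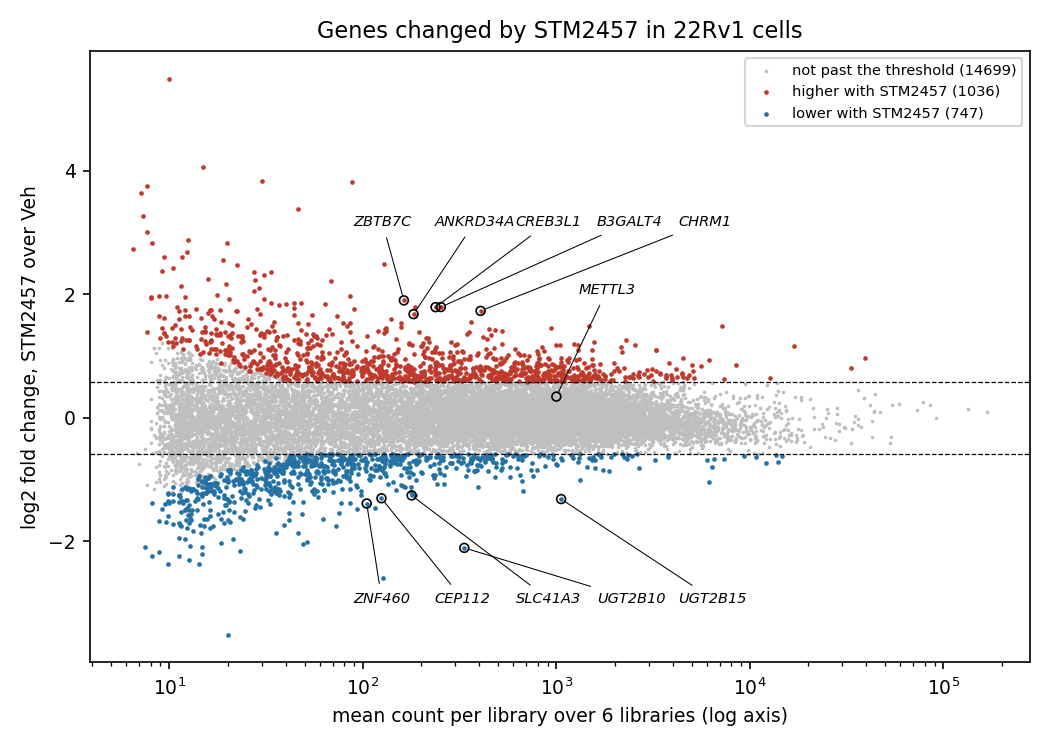
Each point is 1 of 16482 genes, with its mean count per library on the x axis (log axis) and its log2 FC of STM2457 over Veh on the y axis; dashed lines mark a 1.5-fold change. The 1036 up-regulated genes are red, the 747 down-regulated genes are blue, and METTL3 (0.34), circled with the 10 genes of the naming rule, lies between the dashed lines.

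The largest rise under the naming rule was that of ZBTB7C (18:48026673-48410752), from 3.98 ± 1.12 to 14.8 ± 1.13 CPM (log2 FC 1.90, SE 0.16, FDR 1.31e-08). It was followed by the single-exon gene B3GALT4 (6:33277132-33284832), from 6.58 ± 1.49 to 22.7 ± 1.97 CPM (log2 FC 1.79, SE 0.13, FDR 2.82e-09). CREB3L1 (11:46277661-46321422), CHRM1 (11:62908679-62921807) and ANKRD34A (1:145959442-145964582) rose by log2 FC of 1.79, 1.73 and 1.68, with FDR of 5.98e-10, 4.06e-10 and 2.82e-09. Exons of other genes overlap 9.63% of the exon bases of CHRM1 and 6.36% of those of ANKRD34A.

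The largest fall was that of UGT2B10 (4:68815993-68831196), from 30.4 ± 0.68 to 7.04 ± 0.80 CPM (log2 FC -2.11, SE 0.10, FDR 7.87e-12). UGT2B15 (4:68537413-68670628) fell from 85.1 ± 4.50 to 34.0 ± 2.26 CPM (log2 FC -1.32, SE 0.071, FDR 4.41e-11). These genes belong to a multigene family, and 21.6% of the 50-base words of UGT2B10 transcripts and 27.1% of those of UGT2B15 also occur in other genes, so their counts are uncertain. ZNF460 (19:57280051-57293569), CEP112 (17:65635538-66192084) and SLC41A3 (3:126006355-126101561) had log2 FC of -1.39, -1.31 and -1.26, with FDR of 3.76e-06, 1.04e-06 and 1.49e-07. Other exons overlap 13.9% of the exon bases of ZNF460. In the 6 fits that each left out 1 library, the FDR of these 10 genes stayed at or below 5.59e-05.

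**Figure D2:**
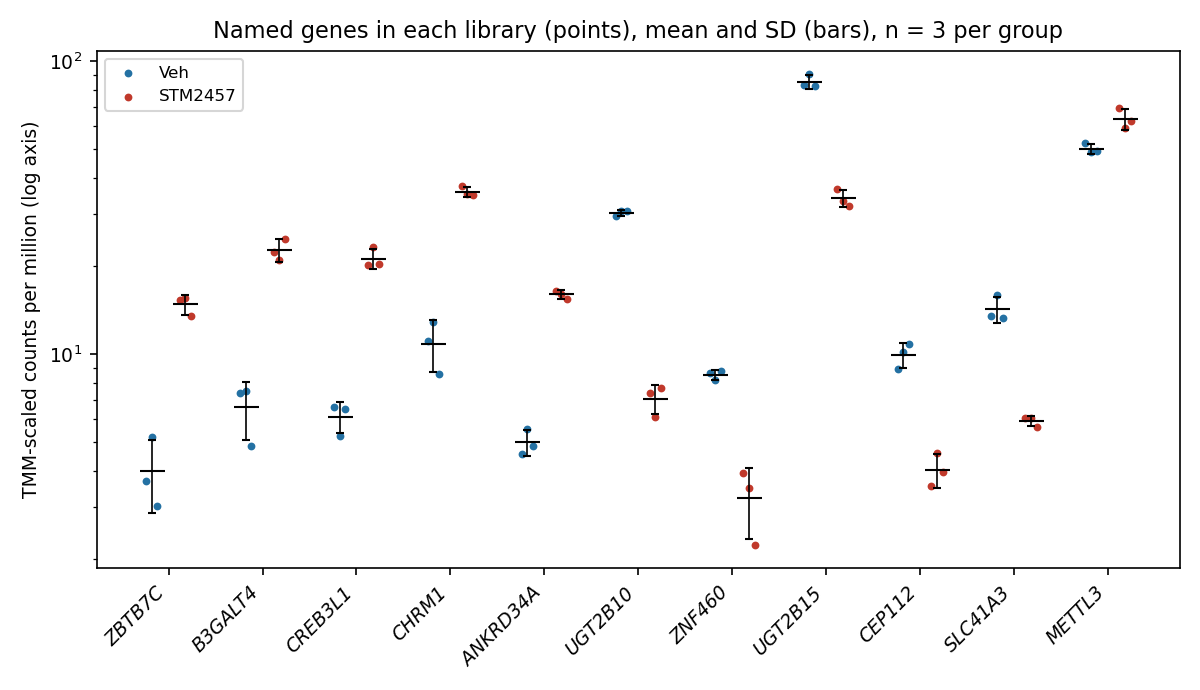
Expression of the 10 genes chosen by the naming rule for rises and falls and of METTL3, in TMM-scaled CPM (log axis), with a point per library, blue for Veh and red for STM2457, and black bars for the mean and SD (n = 3 per group). The group means of UGT2B10 are 30.4 and 7.04 CPM; the rule itself required the groups not to overlap for the 10 genes.

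To assess the androgen axis, 22 androgen-regulated genes were examined. KLK3 (19:50854915-50860764) had 12, 9 and 7 counts with Veh and 9, 10 and 6 with STM2457, did not pass the filter, and showed no difference detectable at this depth. Of the androgen-regulated genes, 17 were tested, and their median log2 FC was -0.027 (camera FDR 0.86). The block gave -0.027 (FDR 0.793), and the alternative that moved the median most, the block with a GC content offset, gave 0.042. Individual genes moved in opposite directions. C1orf116 (log2 FC 1.02, FDR 1.36e-09), TMPRSS2 (0.95, FDR 2.79e-05) and GNMT (0.77, FDR 0.0213) were up-regulated, and ZBTB10 (-0.74, FDR 4.15e-08) was down-regulated. GNMT rested on 22 to 48 counts per library and lost significance with DESeq2 (FDR 0.0713). In all, 8 of the 17 genes had an FDR under 0.05, over all genes and over the list alone, 4 higher and 4 lower (3 and 5 with the upper-quartile scaling, 4 and 3 with library totals only).

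Of the 9 gene sets, 6 passed the threshold of camera, and 6 also passed with the replicate block. With the inter-gene correlation estimated from these libraries in place of the preset value, 0 sets passed and 2 had an unadjusted p under 0.05. Camera asks whether a set changes more than other genes. With fry, a gene set test that asks whether a set changes at all, 7 sets passed. The numbers for camera and fry thus answer different questions. Ribosomal protein genes had a median log2 FC of -0.30 over 84 genes (FDR 3.19e-12; block -0.31, FDR 8.26e-13), with an estimated correlation between genes of 0.76. A single STM2457 library differed from the others of its group by a median of up to 0.23 in this set. Proliferation genes had a median of -0.19 (FDR 0.000482; block -0.19, FDR 0.000588), with 23 of 25 genes lower. RRM2 was the only DEG among them (log2 FC -1.04, FDR 3.86e-10), and 14 genes had an FDR under 0.05, over all genes and over the list alone, 13 lower and 1 higher. The latter, named after its value was seen, was FOXM1 (log2 FC 0.58, FDR 7.38e-07).

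The remaining sets past the threshold were higher with STM2457. The median was 0.16 for the 21 m6A genes (FDR 0.00194; block FDR 0.00173) and 0.13 for the 20 p53 targets (FDR 0.0226; block FDR 0.019). Among the p53 targets, 11 genes had an FDR under 0.05 over all genes and over the list alone, 9 higher and 2 lower (8 and 2 with the upper-quartile scaling), and TIGAR (log2 FC 0.89, FDR 6.36e-07) and TP53I3 (0.81, FDR 0.0115) were DEGs. For TIGAR, 18.7% of 50-base words are shared with other genes. TP53I3 lost significance without STM2457 replicate 2 (FDR 0.0669). The 9 sulphur relay genes had a median of 0.18 (FDR 0.000482; block FDR 0.000604). Of these, 7 had an FDR under 0.05 over all genes and over the list alone, 6 higher and 1 lower (4 and 1 with the upper-quartile scaling). The lower gene, named after its value was seen, was MOCS2 (log2 FC -0.52, FDR 5.88e-06). The DEGs were TST (log2 FC 1.18, FDR 1.46e-10), MOCS3 (0.96, FDR 2.33e-08), MPST (0.77, FDR 5.39e-08) and CTU1 (0.68, FDR 0.000344), all up-regulated. MOCS3 has 1 exon and the others have 3. The median log2 FC was 0.31 for single-exon protein-coding genes and 0.084 for those with 3 to 5 exons. The set test did not take exon number into account. TST (22:37010859-37020183) and MPST (22:37019635-37029822) lie on opposite strands with overlapping spans, so they may not be independent members. CTU1 fell under the fold threshold in 3 of the alternatives, at 0.44 with a GC content offset, 0.45 with the block as well and 0.57 without Veh replicate 2.

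Interferon-stimulated genes had a median log2 FC of 0.32 over 21 genes (FDR 0.000482; block 0.31, FDR 0.000604). In this set 10 genes had an FDR under 0.05 over all genes, 9 higher and 1 lower, and 11 passed over the list alone. The upper-quartile scaling gave 8 higher and 2 lower. The DEGs were few-count genes. OASL rose from 10 to 13 counts per library with Veh to 131 to 181 with STM2457 (log2 FC 3.83, FDR 2.34e-10). IFIT2 had 5 to 12 counts with Veh and 71 to 91 with STM2457 (log2 FC 3.38, FDR 1.63e-08). IFI44 had at most 3 counts per Veh library and at least 20 per STM2457 library (FDR 3.33e-06). With every Veh library taken at 3 counts, its STM2457 mean of 1.65 CPM was 9.91-fold higher than the Veh mean. IFIT1 (log2 FC 1.83, FDR 1.35e-05) and IFIT3 (1.05, FDR 0.00896) also rose.

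The invasion and EMT set did not pass the threshold (median 0.16 over the 12 genes tested of 22 listed, FDR 0.369; block FDR 0.353), but it did with fry (FDR 0.0208). In this set 5 genes had an FDR under 0.05 over all genes, all 5 higher (4 higher and 2 lower with the upper-quartile scaling), and 7 over the list alone, with ITGA5 up-regulated as the only DEG (log2 FC 0.61, FDR 0.00136). ITGA5 fell under the fold threshold in 5 of the alternatives, such as 0.54 with a GC content offset. The 453 ZNF genes did not pass either (median -0.058, FDR 0.298; block FDR 0.302).

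**Figure D3:**
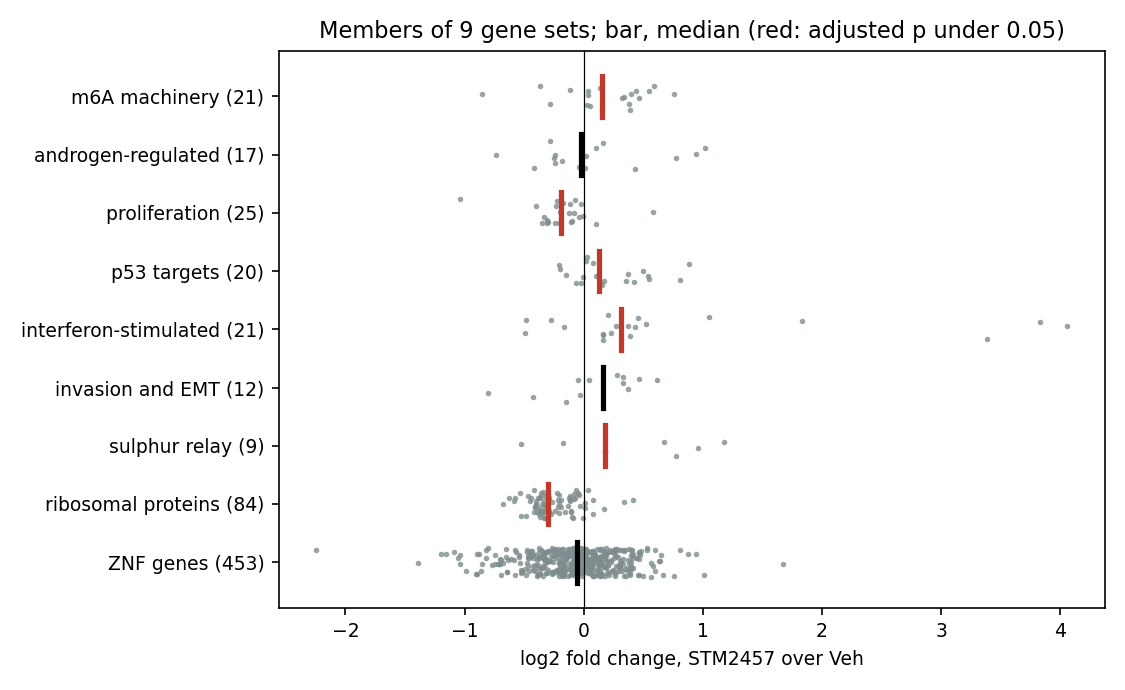
Log2 FC of STM2457 over Veh (x axis) for each tested member of the 9 gene sets (a grey point per gene, the number of genes in brackets), with the set median as a vertical bar, red where the FDR of camera was under 0.05. The medians run from -0.30 for ribosomal proteins to 0.32 for interferon-stimulated genes, where the point farthest right, IFI44, had at most 3 counts in each Veh library.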

Values the study reported

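For 22Rv1 cells, the study reported 1604 genes regulated by STM2457, of which 611 were reduced and 993 were increased.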

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

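Under the other tests, scalings, filters and offsets, with or without the replicate block, the number of DEGs stayed within 1.5 times the reported 1783, from 1300 with protein-coding genes only to 1968 without a filter on low counts. The share of DEGs that were higher was 58.1%. Under these settings it ranged from 51.3% with the upper-quartile scaling (901 up, 856 down) to 64.2% with DESeq2 (934 up, 521 down). By direction, the count that left the range of 1.5 times was that of down-regulated genes with protein-coding genes only, 493 against 747. In the fits that each left out 1 library, from 1582 to 1863 genes passed, from 1009 to 1087 of them up-regulated and from 573 to 798 down-regulated. The threshold moved the counts most. An FDR under 0.05 with no fold minimum gave 6465 genes (3348 up, 3117 down), a minimum of 2-fold gave 597 (322 up, 275 down), and edgeR's test of a change beyond 1.5-fold gave 349 (265 up, 84 down). The DEGs of the GC content offset, chosen after seeing the data, shared 82.8% of the reported DEGs, and those of the upper-quartile scaling shared 92.3%. No scaling moved the median log2 FC of all genes by more than from -0.011 to -0.050.

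METTL3 remained higher at an FDR under 0.05 in every alternative run, with log2 FC from 0.29 to 0.40 in the fits without a library.

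The median of androgen-regulated genes did not pass under any alternative and changed sign in several, so it has no stable direction. It was 0.0046 with no filter on low counts, 0.018 with the gene length offset (0.020 with the block as well), 0.040 with the GC content offset (0.042 with the block as well), and from -0.054 to 0.035 in the fits without a library. The cause was not tested. The median of the invasion and EMT set ranged from -0.010 to 0.26 in the latter fits. In the same fits that of the p53 targets ranged from 0.11 to 0.21, and that of the sulphur relay genes from 0.18 to 0.29. That of the ZNF genes ranged from -0.071 to -0.031.

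The number of sets past the threshold was 6 under every alternative except fry, with 7 (the invasion and EMT set was added, FDR 0.0208), and camera with the correlation estimated from the data, with 0. The estimated correlation was 0.76 for ribosomal protein genes and 0.41 for proliferation genes. It was 0.043 for sulphur relay genes and 0.0103 for interferon-stimulated genes, against the preset of 0.01. The latter sets did not pass either (both FDR 0.132). For interferon-stimulated genes the FDR of camera rose from 0.000482 to 0.132 at nearly the preset correlation. The size of the correlation therefore does not account for this loss. What else differs between these forms of camera was not examined. Among the other 38 results under these settings, 709 of 736 values kept their direction and their side of the threshold, 25 became weaker, 1 became stronger and 1 reversed. Among genes with 22 to 66 counts per library, TP53I3 lost significance without STM2457 replicate 2 (FDR 0.0669), and GNMT without Veh replicate 2 (FDR 0.0648), without STM2457 replicate 2 (FDR 0.0831), with DESeq2 (FDR 0.0713) and with the replicate block and GC content offset (FDR 0.0525). The cause was not tested.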

Other observations

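All tests in this part were chosen after the results were seen, except the count of splits for DEGs and the correlation with the longest internal exon before and after expression level, transcript length and GC content were taken out. There are 10 ways to split the 6 libraries into 3 and 3, and 4 of them, the real one included, part all 3 same-numbered pairs, while the others part 1. Among the 4, 1 split (the real one) gave as many DEGs. All 9 other splits gave 0, with 99 to 458 genes at an unadjusted p under 0.05. For gene sets, 1 of the 4 splits gave as many as 6, but another gave 5. So few splits cannot decide on a chance arrangement of libraries either way. Each of the 9 other splits puts 2 libraries of one group with 1 of the other, so part of the treatment difference remains in them.

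The log2 FC fell with the number of exons. Across 13305 protein-coding genes, which are not independent replicates, Spearman's rho was -0.24. The median log2 FC was 0.31 for 294 single-exon genes and 0.34 for 626 genes with 2 exons, against -0.11 for 1843 genes with over 20 exons. Set against the mean of Veh, each STM2457 library had a negative rho (-0.21, -0.19 and -0.29), but single libraries set against the others of their own group gave from -0.21 to 0.12. With expression level, transcript length and GC content taken out, rho was -0.24 (partial rank correlation -0.238). With a GC content offset per library it was -0.23, with a gene length offset -0.18, and without a filter on low counts -0.16. The log2 FC also rose with GC content itself, with a rho of 0.25 without an offset and 0.013 with the GC content offset. Genomic DNA in the STM2457 libraries would raise genes that are rarely transcribed, but olfactory receptor genes had lower summed CPM there (log2 ratio -0.46). Without 26 histone genes, the median of genes with 1 or 2 exons was 0.34, against 0.0002 for all protein-coding genes. Differences between libraries within a group did not account for the size, since no library shifted these genes by more than 0.042 against the others of its group, where the groups differed by 0.33. This comparison replaced an earlier one on the 9 other splits, where the shift reached 0.13 in size, since those splits keep part of the treatment difference. The rank correlation, which ignores size, was as large in 2 of the 4 comparable splits, and the shift of the median in 1 of the 4. Both counts include the real split. Since these splits are few and also keep part of the treatment difference, they alone cannot tell the pattern apart from a chance arrangement of libraries. The comparison within groups bears on this for the shift of the median, but less so for the rank correlation, which reached -0.21 within a group. A candidate explanation is that transcripts with few splice junctions, since m6A is largely kept away from junctions, may be stabilised when METTL3 is inhibited. No m6A or RNA half-life data were analysed here.

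A related test, on the length of the longest internal exon, was undecided. Across 12385 genes with at least 3 exons rho was weakly positive, at 0.074. It stayed at 0.079 with expression level, transcript length and GC content taken out, and was 0.12 with exon number also taken out. However, 3 of the 4 comparable splits, the real one included, gave a correlation as large in size. The others of these gave 0.18 and -0.076. Single libraries set against the others of their group gave from -0.25 to 0.21. These libraries do not separate such a relation from differences between replicates.

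The rise of some interferon-stimulated genes was uneven. At an FDR under 0.05, 9 members were higher (8 with the upper-quartile scaling), among them the DEGs OASL, IFIT1, IFIT2, IFIT3 and IFI44, whereas MX1 (-0.48 on the log2 scale, FDR 0.0897) and RSAD2 (-0.49, FDR 0.0582), both named after their values were seen, were not. IFNB1 had 0 counts in all 6 libraries and IFNL1 at most 1. Signalling by secreted interferon would be expected to raise MX1, whose log2 FC was -0.48, but since MX1 was picked for its value, the rise cannot be told apart from such signalling. Sequence shared with other genes did not account for the rise, since at most 8.92% of the 50-base words of these 5 genes occur elsewhere. GC content or gene length bias did not either, since the smallest log2 FC of the 5 was 0.97 over the 4 fits with an offset. A direct response to double-stranded RNA or a loss of m6A on these transcripts may be involved, which was not tested.

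KLK3, KLK2 and PMEPA1, which are widely used as androgen-responsive genes, had low counts in all 6 libraries, at 3 to 29 (13 to 29 for KLK2, the only one of the 3 that passed the filter), although FKBP5, another such gene named after its values were seen, had 4613 to 5635 counts. Exons shared with other genes did not account for this, since at most 6.10% of their exon bases overlap another gene. Sequence shared with other genes did not either, at 0.45% of 50-base words at most. The counts were low with Veh as well as with STM2457, and no biological explanation was tested.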
